A study of Mus musculus with 54 samples. Its data were reported in "Distinct origins and niches determine the cellular responsiveness of CNS macrophages after repopulation" (2026).

How the data were processed

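Bulk RNA-seq was performed on macrophages sorted from mouse brains, and 54 libraries in 18 groups of 3 were analysed. Microglia (MG) and subdural CNS-associated macrophages (sdCAMs, the macrophages of the leptomeninges and the perivascular spaces) came from wild-type (WT) mice, from mice labelled Ccr2-/- and from Ccr2CreERT2 R26tdT reporter mice (Ccr2Cre below). In the reporter mice, tamoxifen switches on the fluorescent protein tdTomato (tdT) in cells that express Ccr2, so that tdT+ sdCAMs descend from cells that expressed Ccr2 when tamoxifen was given. BLZ945 is an inhibitor of the CSF1 receptor that depletes these macrophages, which then repopulate, and CTL denotes its vehicle. Mice were injected with lipopolysaccharide (LPS), a bacterial endotoxin, or with PBS 12 h before sorting, 8 weeks after the end of treatment per the labels.

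The authors amplified cDNA from picogram amounts of RNA with a SMARTer kit, made Nextera XT libraries, sequenced single reads on an Illumina instrument, aligned them with STAR and counted them per gene with featureCounts. The deposited values were whole-number counts per gene symbol, with no normalization, in 3 tables of 18 columns. No molecular identifiers were used, so duplicate reads from amplification stayed in the counts, and intervals and detection floors given here cover counting error only. Amplification from so little RNA adds scatter between libraries that depth does not remove. The strand setting of the counting was not stated, so genes that overlap on opposite strands are uncertain, and the genome build was named in a way that left open which of a pair of mouse builds was used. No coordinates are therefore given. Reads of ribosomal protein genes, mitochondrial respiratory chain genes and serum amyloid genes can be shared with near-identical pseudogenes or paralogs, so values of single members such as Saa3 are uncertain to that extent.

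The tables held 33280 gene symbols, of which 6948 had no count in any library, and all columns could be matched to a library by number, animal and sorted population, leaving 0 unmatched. For a pair of reporter-mouse columns, tdT- sdCAMs of mouse 1 and tdT+ sdCAMs of mouse 7 after LPS, the sequencing index number in the column name was the one that the labels give to the other library. The columns were assigned by library number, mouse and population in their names, and the exchange of these 2 columns was added as an alternative after the data were seen. Titles of the Ccr2-/- libraries after LPS named the other cell type than their cell type characteristic and library name did, and the latter were used. In 6 WT sdCAM libraries the labels marked an IEG correction, whose meaning they do not explain, and these are called marked libraries. All WT and Ccr2-/- libraries carried one batch label.

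Each comparison was fitted with edgeR 4.0.16 in R 4.3.3 as a quasi-likelihood model on the deposited counts, after filterByExpr and TMM scaling, with two-sided tests and Benjamini-Hochberg adjustment over all genes tested. A call was a gene with an adjusted p under 0.05 and a log2 fold change over 1 in size. The 12 sdCAM libraries of reporter mice shared one fit, as did the 9 libraries of each cell type in WT and in Ccr2-/- mice, whereas the 6 reporter MG libraries were fitted alone. Interaction terms tested whether the LPS response differed between tdT+ and tdT- sdCAMs and between cell types of WT mice, and whether the BLZ945 effect differed between genotypes, the last over 18 libraries of 1 cell type. Gene sets were tested with fry and camera of limma 3.58.1 on voom values, camera with a preset correlation of 0.01 and again with an estimated correlation. Per-gene levels are TMM-scaled CPM (counts divided by the library total, times 1e6), given as mean ± SD over 3 libraries, while levels of single libraries and of Ccr2 are plain CPM. Percentages of the level in MG and marked minus unmarked differences also rest on plain CPM. A fold against a group with at most 3 counts in each library was computed against that floor and is given as a lower bound. Shares of counts carry Wilson 95% intervals.

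Before the data were examined, the groups, the tests, the rule for named genes and most alternatives were fixed. Named genes were Ccr2, lists of LPS response genes, tdT-associated genes, ontogeny genes, sdCAM markers, microglial markers and immediate early genes, and up to 3 higher and 3 lower calls per comparison with the smallest p among genes with a mean of at least 10 CPM and no overlap between the groups, without predicted genes. Only some of the genes that met this rule are reported here. The lists were drawn mostly from genes the study named from these same libraries, so counts over a list are not independent evidence by either adjustment. Alternatives were DESeq2 1.42.0, its median-of-ratios size factors, the study's low-count rule, a minimum mean of 10 counts, omission of the gene classes the study removed, no fold-change limit, fits of only the libraries compared or of 18 libraries together, the mouse as a replicate block, omission of sex-linked or immediate early genes, the IEG mark as a covariate or as the batch of ComBat-seq (sva 3.50.0), and omission of each library in turn. The study's own batch correction was not repeated, since only 1 batch was labelled. Gene length and GC content were taken from Gencode vM21 transcripts, which held 90.5% of the symbols, for the check on these trends alone.

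Totals ran from 1705930 to 11330781 counts, so that the floor of 3 counts lay between 0.265 and 1.76 CPM. The mouse number was taken to pair libraries because the number in the labels was read as that of one animal, although sex-linked transcripts differed within reporter mice 1 and 7 as named, so that the pairing of these mice is uncertain. Correlations of deviations from the group mean between same-numbered libraries were 0.105, 0.183 and 0.044 for tdT+ and tdT- sdCAMs of mice 1, 5 and 7 after LPS, between 0.052 and 0.071 after PBS, and between -0.002 and 0.144 for WT sdCAMs and MG. Over 54 pairs of replicates the lowest chi-square per degree of freedom was 6.16, so no replicate was a second copy of another of its group. Libraries of different groups were not compared in this way.

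The scripts were tested on simulated counts with 200 genes changed by a log2 fold change of 3. Over 12246 genes in the reporter sdCAM fit, edgeR called 157 of the 200 (78.5%) with 7 false calls and DESeq2 called 178 with 56 false calls, and for the interaction edgeR called 98 (49%) with 5 false calls. In MG libraries, over 11556 genes, edgeR called 200 with 11 false calls, and in WT sdCAM libraries, over 9924 genes, it called 66 (33%) with 1 false call. A simulated shift that followed the IEG mark, with no treatment effect, gave 0 calls over 10062 genes without correction and with the mark as a covariate, and 321 false calls after ComBat-seq. A set of 100 changed genes had a median log2 fold change of 3.01 and a set of 100 random genes 0.05, with fry p-values from limma of 2.1e-12 and 0.424. The scripts were first tested in this way after the first fits of the real counts.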

Results

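The data comprised 54 libraries in 18 groups of 3. WT and Ccr2-/- mice each contributed MG and sdCAMs under 3 conditions, namely untreated with PBS, CTL with LPS, and BLZ945 with LPS. Ccr2Cre reporter mice, all treated with BLZ945, contributed MG, tdT+ sdCAMs and tdT- sdCAMs after LPS or PBS. Totals were 1705930 to 7699790 counts for WT sdCAMs, 7497764 to 9506827 for WT MG, 7887891 to 10727796 for Ccr2-/- sdCAMs, 7957064 to 11330781 for Ccr2-/- MG and 7814144 to 10623650 for reporter MG. Totals of reporter sdCAMs were 2060240 to 8751293 counts after LPS and 8652557 to 9850283 after PBS. The common biological coefficient of variation was 0.257 in WT MG and 0.264 in Ccr2-/- MG but 0.7 in WT sdCAMs, 0.453 in Ccr2-/- sdCAMs, 0.713 in reporter sdCAMs and 0.81 in reporter MG. Differences were therefore harder to detect in WT sdCAMs and in reporter mice. At a simulated log2 fold change of 3, edgeR called 33% of the changed genes in WT sdCAMs and 49% for the tdT interaction. Few or 0 calls there do not exclude large differences.

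Ccr2, the gene targeted in the knockout, was examined first. In untreated sdCAMs, Ccr2 lay at 42.96, 16.83 and 34.21 CPM in the WT libraries and at 3.02, 2.46 and 5.59 CPM in the libraries labelled Ccr2-/-. Every WT value exceeded every Ccr2-/- value, with an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 allow, and 0.3 after Benjamini-Hochberg adjustment over 6 comparisons. After CTL and LPS the order was the opposite, with 0.26, 0 and 0.15 CPM in WT sdCAMs, all at or under the floor of 3 counts, and 5.32, 2.92 and 3.17 CPM in sdCAMs labelled Ccr2-/- (exact p = 0.1, adjusted 0.3). After BLZ945 and LPS, WT sdCAMs had 3.79 ± 2.86 CPM and those labelled Ccr2-/- 2.6 ± 0.81 CPM (SD, n = 3, exact permutation p = 0.8, adjusted 0.8). In MG the genotypes overlapped when untreated, with 7.36 ± 3.35 CPM in WT and 6.05 ± 1 in Ccr2-/- libraries (n = 3, exact permutation p = 0.6, adjusted 0.8). They also overlapped after CTL and LPS, at 3.88 ± 2.88 and 4.67 ± 0.37 CPM (exact p = 0.7), and after BLZ945 and LPS, at 3.41 ± 2.25 and 3.91 ± 2.22 CPM (exact p = 0.6). Ccr2 transcripts thus ordered the genotypes as labelled in untreated sdCAMs alone, and the libraries of other groups are called Ccr2-/- by their labels only. Reporter sdCAMs held 235.54 to 288.24 CPM of Ccr2 in tdT+ and 146.09 to 206.56 CPM in tdT- libraries after PBS, and 8.6 to 25.24 CPM and 3.11 to 35.8 CPM after LPS.

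**Figure D1:**
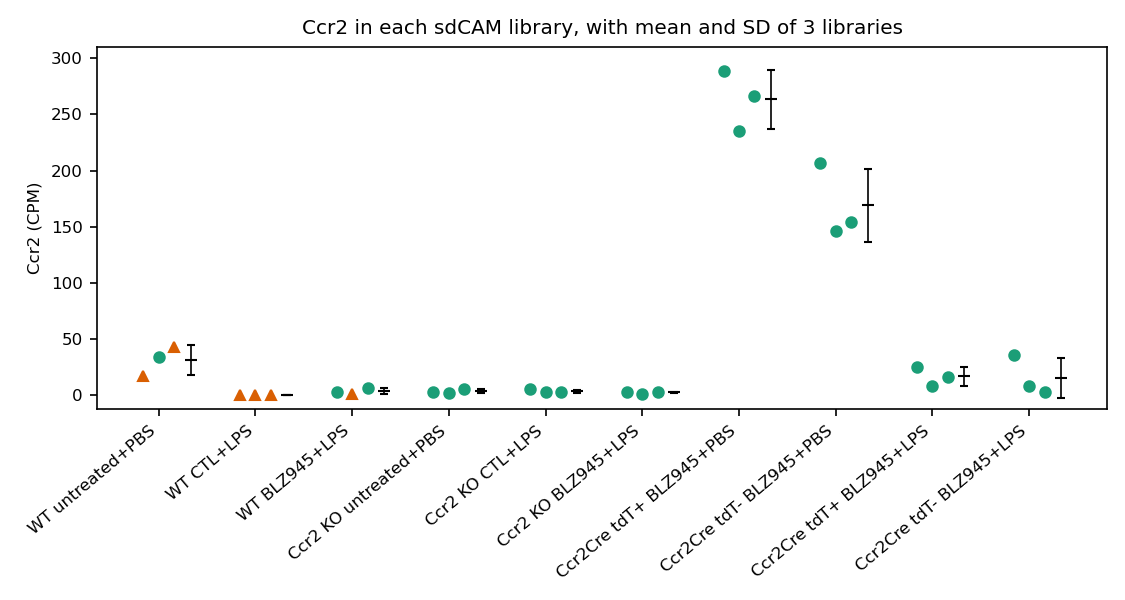
Ccr2 in CPM (vertical axis) in each sdCAM library, by group, with triangles for libraries whose labels mark an IEG correction, circles for the others, and bars for the mean and SD of 3 libraries. Reporter sdCAMs after PBS lie between 146.09 and 288.24 CPM, untreated WT sdCAMs between 16.83 and 42.96 CPM and sdCAMs labelled Ccr2-/- between 1.69 and 5.59 CPM.

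The response to LPS was first compared with PBS within each population of repopulated reporter mice. In MG, edgeR called 118 of 10882 genes, 72 higher and 46 lower after LPS. Of all 10882 genes tested, 2737 showed no overlap between the groups, a separation that chance gives to 10% of genes. This count depended most on the method and on single libraries, with 853 calls by DESeq2, and with 0 calls without LPS mouse 1 (1877 genes at an unadjusted p under 0.05) and 403 without PBS mouse 175. Spp1 rose from at most 3 counts per PBS library to 828.3 ± 200 CPM (SD, n = 3), at least 2720-fold higher (edgeR adjusted p = 0.00609). AW112010 rose from 20.36 ± 1.43 to 722.5 ± 165 CPM (log2 fold change 5.15, SE 0.377, edgeR adjusted p = 0.00609), and Slc46a3 fell from 279.1 ± 36.5 to 20.01 ± 1.27 CPM (log2 fold change -3.80, SE 0.349, edgeR adjusted p = 0.00609). Saa3, an acute phase gene, had a log2 fold change of 8.09 (SE 0.849, edgeR adjusted p = 0.011). Without LPS mouse 1, none of these 4 genes was called, with edgeR adjusted p-values of 0.0529 for Spp1 and AW112010, 0.0622 for Slc46a3 and 0.0615 for Saa3. Over all fits without 1 library that lost one of these calls, the adjusted p lay between 0.0517 and 0.0784.

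In tdT+ sdCAMs, 1698 of 12708 genes were called, 958 higher and 740 lower, and in tdT- sdCAMs 3371, of which 1848 were higher and 1523 lower. The calls in tdT+ sdCAMs fell to 966 without LPS mouse 7 and to 1066 without LPS mouse 1. The tdT+ library of LPS mouse 5 held the 4 microglial markers at a median of 83.97% of the level in MG of that mouse. In tdT+ libraries after PBS this was 1.3 to 3.29%, and 2 of these markers were called higher after LPS. Without LPS mouse 5 the count was 1738, but higher calls of genes that MG also express are limited by this difference. Exchanging the 2 columns with conflicting index numbers gave 1097 calls in tdT+ and 1513 in tdT- sdCAMs. In tdT+ sdCAMs, Dst rose from 15.63 ± 5.65 to 487.4 ± 53.5 CPM (log2 fold change 4.96, SE 0.343, edgeR adjusted p = 2.76e-06), Il15ra rose by 4.34 on the log2 scale (SE 0.347, edgeR adjusted p = 1.11e-05), and Hexa fell from 1681 ± 73.1 to 157.6 ± 19 CPM (log2 fold change -3.41, SE 0.296, edgeR adjusted p = 1.41e-05). Lcn2, at or under the floor after PBS, was at least 8410-fold higher (edgeR adjusted p = 1.11e-05), although its level varied widely (2812 ± 1760 CPM, n = 3). In tdT- sdCAMs, Selenop fell from 5107 ± 592 to 89.65 ± 9.14 CPM (log2 fold change -5.83, SE 0.343, edgeR adjusted p = 2.7e-07) and Slc9a9 changed by -6.77 (SE 0.461, edgeR adjusted p = 1.1e-06). Saa3 rose by 8.26 in tdT+ (SE 0.836, edgeR adjusted p = 3.89e-05) and by 13.08 in tdT- sdCAMs (SE 0.996, edgeR adjusted p = 1.6e-06). Fold changes of the tdT+ and tdT- responses correlated across 12708 genes with r = 0.455, genes not being independent replicates, and 603 higher and 458 lower calls were shared.

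Of the 14 LPS response genes listed beforehand, adjusted p-values under 0.05 over all genes were found for 8 in MG, 11 of the 13 tested in tdT+ and 10 of 13 in tdT- sdCAMs, all higher, and adjusted over the list alone for 13, 12 and 10. Overlap of induced genes was counted over 10664 genes tested in all 3 populations. There, 71 genes were higher in MG, 882 in tdT+ and 1605 in tdT- sdCAMs, and 45 were higher in all 3, where independence would give 0.88. A further comparison by pairs gave 554 genes shared by tdT+ and tdT- sdCAMs, 49 by MG and tdT+ sdCAMs and 51 by MG and tdT- sdCAMs, while 16, 324 and 1045 were higher in MG, tdT+ or tdT- sdCAMs alone. The count of 45 became 175 with DESeq2 and 125 with one fit of 18 libraries. It was 0 without MG LPS mouse 1 and 96 without MG PBS mouse 175. Genes shared by MG and tdT+ sdCAMs are also limited by the level of microglial markers in the tdT+ library of LPS mouse 5.

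tdT+ and tdT- sdCAMs were then compared directly, to ask whether descent from Ccr2-expressing cells alters the response. Absence of tdT does not exclude such descent, since the label marks only cells that expressed Ccr2 when tamoxifen was given. In the PBS libraries, tdT- sdCAMs themselves held 146.09 to 206.56 CPM of Ccr2. A small difference between the populations therefore does not show that descent has no effect. After PBS, 3 of 12708 genes were called, all lower in tdT+ sdCAMs, and 566 had an unadjusted p under 0.05, fewer than the 635 that chance gives. Fscn1 lay at 6.72 ± 0.85 CPM in tdT+ and 74.13 ± 25.9 CPM in tdT- sdCAMs (log2 fold change -3.46, SE 0.457, edgeR adjusted p = 0.00912). Plpp1 (edgeR adjusted p = 0.00912) and Slc10a6 (edgeR adjusted p = 0.0115), named after their values were seen, were the other calls. DESeq2 called 81 genes, and without tdT+ mouse 177 no gene was called (0, with 636 at an unadjusted p under 0.05), whereas without tdT+ mouse 175 there were 7. Of the 10 ontogeny genes, 0 passed over all genes and 7 when adjusted over the list alone. The LPS response genes gave 0 and 1, and the tdT-associated genes, sdCAM markers, microglial markers and immediate early genes gave 0 by either adjustment.

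After LPS, with columns assigned by name, 1352 of 12708 genes were called, 475 higher and 877 lower in tdT+ sdCAMs. With the 2 columns of conflicting index number exchanged, 0 genes were called and 816 had an unadjusted p under 0.05, so that all calls of this comparison depended on the assignment. The mouse as a block gave 1271 calls as named and 0 after the exchange (576 at an unadjusted p under 0.05). With columns as named, Selenop was higher in tdT+ sdCAMs (465.9 ± 11.1 against 89.65 ± 9.14 CPM, log2 fold change 2.38, SE 0.294, edgeR adjusted p = 5.97e-05). Atp5mk was lower (25.69 ± 2.76 against 769 ± 172 CPM, log2 fold change -4.90, SE 0.367, edgeR adjusted p = 2.27e-06), as were Micos10 (log2 fold change -4.54, SE 0.344) and Slirp (log2 fold change -5.04, SE 0.382, both with an edgeR adjusted p of 2.27e-06). The study named the 10 tdT-associated genes from this same comparison, so their passing is not independent evidence. All 10 passed by either adjustment, over all genes and adjusted over the list alone, 3 of them higher in tdT+ sdCAMs. These were Il10ra (log2 fold change 1.67, SE 0.286, edgeR adjusted p = 0.00125), Irf4 (4.89, SE 0.865, edgeR adjusted p = 0.00158) and Hdac11, which had no count in tdT- libraries and was at least 7.62-fold higher (edgeR adjusted p = 0.03). Among the lower genes were Aif1 (log2 fold change -3.41, SE 0.356, edgeR adjusted p = 1.34e-05), Wfdc17 (-6.61, SE 0.619, edgeR adjusted p = 6.72e-06) and Saa3 (-4.54, SE 0.705, edgeR adjusted p = 0.000502). None of these named genes passed 0.05 after the exchange, and Hdac11 changed direction, at -0.61. The ontogeny genes gave 0 by either adjustment. With columns as named, 2 of the 4 microglial markers passed over all genes, higher in tdT+ sdCAMs, and 3 adjusted over the list alone. Of the 4 sdCAM markers, 2 passed by either adjustment, lower in tdT+ sdCAMs. Of 13 LPS response genes, 4 passed over all genes, all lower in tdT+ sdCAMs, and 6 adjusted over the list alone. Immediate early genes gave 1 by either adjustment.

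The interaction term, which compares the LPS response of tdT+ with that of tdT- sdCAMs, gave 657 calls over 12708 genes, 141 with a larger and 516 with a smaller log2 change in tdT+ sdCAMs. The exchange of the 2 columns gave 0 calls, with 605 genes at an unadjusted p under 0.05. As named, Plpp1 had an interaction of 8.92 (SE 1.159, edgeR adjusted p = 0.000347), a fitted value that is no bound since tdT+ libraries after PBS held no count of it. Selenop had 2.52 (SE 0.401, edgeR adjusted p = 0.00108), Atp5mk -5.12 (SE 0.468, edgeR adjusted p = 4.46e-05) and Slirp -5.18 (SE 0.486, edgeR adjusted p = 4.46e-05). The count was 371 without tdT- PBS mouse 177, 380 without tdT- PBS mouse 175 and 435 without tdT+ LPS mouse 7. Differences after LPS and after PBS were nearly unrelated across genes (r = -0.068).

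**Figure D2:**
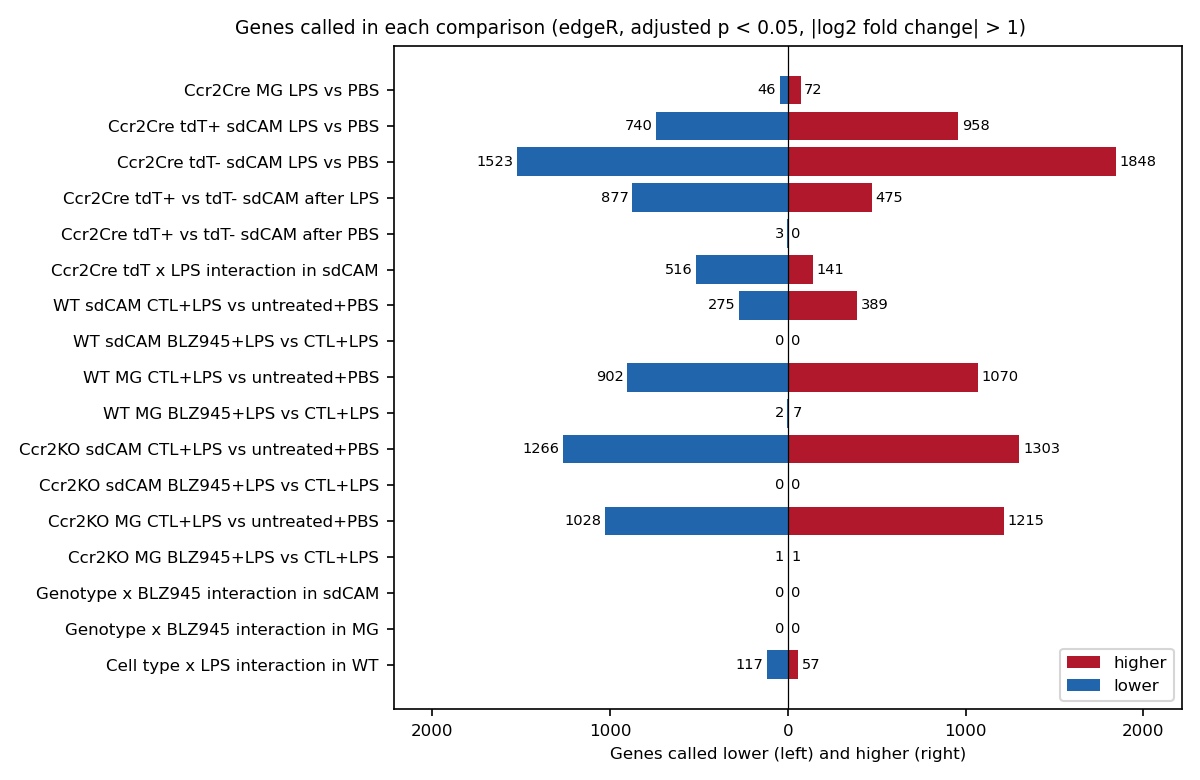
Number of genes called lower (left, blue) and higher (right, red) in each comparison by edgeR at an adjusted p under 0.05 and a log2 fold change over 1 in size, with columns assigned by name. The comparison of tdT+ with tdT- sdCAMs after LPS shows 475 higher and 877 lower genes, against 0 and 3 after PBS.

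Sex-linked transcripts were used to check the assignment of libraries to mice. In 22 of 24 mice, all libraries of a mouse carried either Xist or Y-linked transcripts. In reporter mouse 1, MG and tdT+ sdCAMs carried the Y-linked Ddx3y (58.42 and 166 CPM), whereas the tdT- library carried Xist (323.25 CPM) and no Ddx3y. In reporter mouse 7, MG and tdT- sdCAMs carried Xist (974.33 and 322.87 CPM), whereas the tdT+ library carried Ddx3y (127.74 CPM) and no Xist. With the 2 columns exchanged, 0 of 24 mice held libraries of both kinds.

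**Figure D3:**
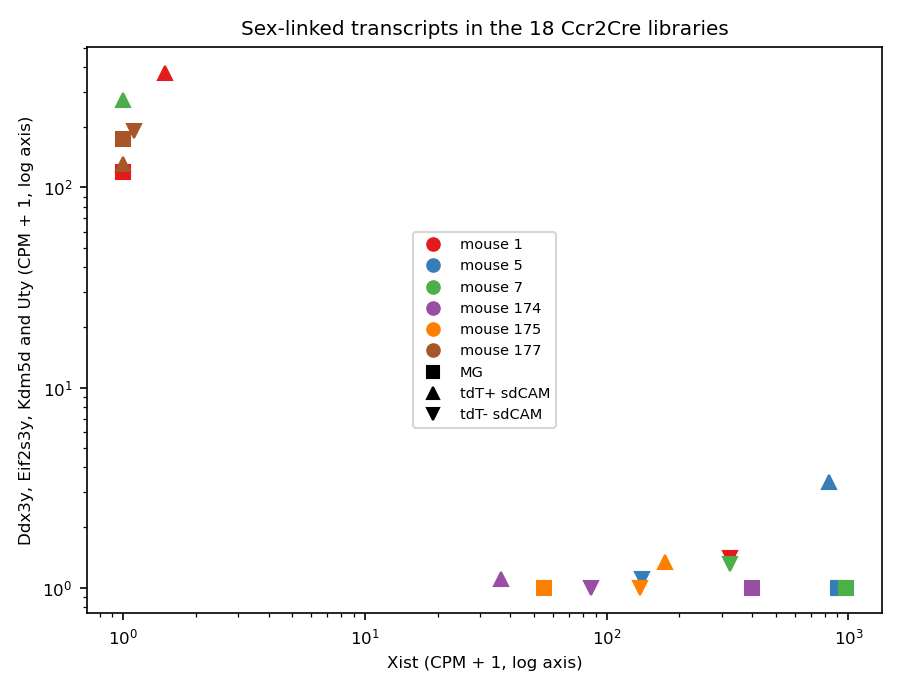
Xist (horizontal axis, CPM + 1, log axis) against the sum of Ddx3y, Eif2s3y, Kdm5d and Uty (vertical axis, CPM + 1, log axis) in the 18 reporter-mouse libraries, with color for the mouse and shape for the population. Mice 1 (red) and 7 (green) have libraries in both corners of the plot, and the other 4 mice in 1 corner each.

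The LPS response of mice that were never depleted was compared between cell types and genotypes. It set CTL with LPS against untreated with PBS, so an effect of the vehicle was not separated from that of LPS. In WT sdCAMs, 664 of 10504 genes were called, 389 higher and 275 lower than in untreated mice. All 6 fits without 1 library gave fewer, from 137 without CTL mouse 6 to 293 without CTL mouse 4, and most alternatives that changed the count raised it, up to 1755 with ComBat-seq on the IEG mark. In the 5 marked libraries alone, 1341 genes were called, and no CTL library was unmarked. Tnfrsf9 rose from no count to 105.7 ± 3.48 CPM (n = 3), at least 84-fold higher (edgeR adjusted p = 0.00117), and Gpr34 fell from 719.8 ± 123 to 38.38 ± 8.6 CPM (log2 fold change -4.23, SE 0.583, edgeR adjusted p = 0.00435). In the same comparison, 3 of the 4 microglial markers were lower by either adjustment, over all genes and adjusted over the list alone. In plain CPM, their median level was 13.62, 18.64 and 35.28% of that in MG of the same mouse in untreated sdCAMs. After CTL and LPS it was 4.85, 2.74 and 5.46%. Lower calls of genes that MG also express are limited by this difference, whose size also depends on the scaling. Saa3 had a log2 fold change of 10.38 that did not pass (SE 3.685, edgeR adjusted p = 0.109). In WT MG, 1972 of 11789 genes were called, 1070 higher and 902 lower, among them Fkbp5 (log2 fold change 3.63, SE 0.132, edgeR adjusted p = 3.09e-08), Ighm (-3.34, SE 0.21, edgeR adjusted p = 9.18e-07) and Saa3 (10.09, SE 1.123, edgeR adjusted p = 6.43e-05).

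In sdCAMs labelled Ccr2-/-, 2569 of 11941 genes were called, 1303 higher and 1266 lower, and in MG labelled Ccr2-/- 2243 of 11558, of which 1215 were higher and 1028 lower. Il1rn rose from 5.46 ± 1.54 to 2875 ± 52.2 CPM in these sdCAMs (log2 fold change 9.03, SE 0.238, edgeR adjusted p = 3.89e-10), and Fcrl2 fell from 4435 ± 164 to 380 ± 59.3 CPM (log2 fold change -3.55, SE 0.15, edgeR adjusted p = 1.13e-08). In MG, Cd244a rose from 2.96 ± 0.365 to 155.3 ± 13 CPM (log2 fold change 5.71, SE 0.193, edgeR adjusted p = 5.02e-10) and the microglial marker P2ry12 fell from 14390 ± 368 to 1477 ± 209 CPM (log2 fold change -3.28, SE 0.167, edgeR adjusted p = 1.42e-08). Across genes, WT and Ccr2-/- responses correlated with r = 0.87 in MG (860 higher and 658 lower calls shared) and r = 0.648 in sdCAMs (272 and 216 shared). Of the LPS response genes, 7 of 13 passed over all genes in WT sdCAMs, 12 of 14 in WT MG, 13 of 14 in Ccr2-/- sdCAMs and 14 of 14 in Ccr2-/- MG, and 12, 12, 14 and 14 adjusted over the list alone. All 4 microglial markers fell with LPS in MG of both genotypes by either adjustment, and 9 of 14 immediate early genes passed over all genes in each, with 6 of the 9 higher in WT and all 9 higher in Ccr2-/- MG. Adjusted over the list alone, 10 and 9 passed. The 4 sdCAM markers gave 0 in WT sdCAMs over all genes and 1 adjusted over the list alone, and 3 by either adjustment in Ccr2-/- sdCAMs. Whether the LPS response differed between genotypes was not tested.

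Whether the LPS response of sdCAMs and MG differed was tested by an interaction over the 18 WT libraries, which gave 174 calls over 13136 genes, 57 with a larger and 117 with a smaller log2 change in sdCAMs. Ripor2 fell from 62.23 ± 15.2 to 29.38 ± 3.07 CPM in sdCAMs but rose from 14.96 ± 3.23 to 139.6 ± 13.7 CPM in MG (interaction -4.31, SE 0.474, edgeR adjusted p = 0.000182). Dab2 also moved in opposite directions (-5.60, SE 0.62, edgeR adjusted p = 0.000182), and Mmp19 rose more in sdCAMs, where untreated libraries held no count of it (8.61, SE 1.151, edgeR adjusted p = 0.00155). DESeq2 gave 867 calls, the IEG mark as a covariate 433, the mouse as a replicate block 91, and the fit without untreated MG mouse 15 gave 46.

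To assess earlier depletion and repopulation, BLZ945 was compared with CTL, both after LPS. No WT or Ccr2-/- mice received BLZ945 and PBS. A changed LPS response therefore cannot be told apart here from a lasting effect of repopulation that is present without LPS. In WT sdCAMs, 0 of 10504 genes were called, 758 had an unadjusted p under 0.05 where chance gives 525, and the lowest edgeR adjusted p was 0.521. The 3 CTL libraries and BLZ945 mouse 12 were marked for IEG correction and BLZ945 mice 8 and 11 were not. Within the marked libraries the comparison had 1 BLZ945 library against 3 and was not run. Among unmarked libraries there was no CTL library, so no comparison was possible there. With the mark as a covariate, 0 genes were called and 410 had an unadjusted p under 0.05. ComBat-seq with the mark as batch gave 183 calls, and the fit without BLZ945 mouse 12, which sets unmarked against marked libraries alone, gave 788. The mark and the treatment cannot be told apart in that fit. In sdCAMs labelled Ccr2-/-, 0 of 11941 genes were called, 998 had an unadjusted p under 0.05 where chance gives 597, and the lowest edgeR adjusted p was 0.0502. Here the count was 7 without BLZ945 mouse B4f and 63 with DESeq2. Of the ontogeny genes, 0 passed over all genes and 7 adjusted over the list alone in Ccr2-/- sdCAMs, and 0 by either adjustment in WT sdCAMs, while the interaction between genotype and BLZ945 gave 0 of these genes by either adjustment.

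In WT MG, 9 of 11789 genes were called between BLZ945 and CTL after LPS, 7 higher and 2 lower. Apoe rose from 154.3 ± 28.8 to 393.1 ± 22.7 CPM (log2 fold change 1.35, SE 0.181, edgeR adjusted p = 0.0385), Lyz2 by 1.08 (SE 0.149, edgeR adjusted p = 0.0385) and Axl by 2.13 (SE 0.305, edgeR adjusted p = 0.0422), while Pecam1 changed by -2.15 (SE 0.287, edgeR adjusted p = 0.0385). The count was 0 without CTL mouse 6 (603 genes at an unadjusted p under 0.05), without BLZ945 mouse 11 (592) and without BLZ945 mouse 12 (608), 1 without BLZ945 mouse 8 and 49 with DESeq2. In MG labelled Ccr2-/-, 2 of 11558 genes were called, 1 in each direction, and 769 had an unadjusted p under 0.05. Apoe rose there too, from 266.5 ± 39.5 to 590.7 ± 73.6 CPM (log2 fold change 1.15, SE 0.164, edgeR adjusted p = 0.0395), and the lower call was Ptger3 (edgeR adjusted p = 0.011), named after its values were seen. Without BLZ945 mouse B4f there were 12 calls and without B3m 0 (657 at an unadjusted p under 0.05).

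Whether the BLZ945 effect itself differed between genotypes was tested by an interaction. In sdCAMs 0 of 13258 genes were called (1332 at an unadjusted p under 0.05, 663 by chance), and in MG 0 of 12423 (494, with 621 by chance). The sdCAM count was 26 with DESeq2, 27 with ComBat-seq on the mark and 1329 without WT BLZ945 mouse 12. Across genes, BLZ945 effects in WT and Ccr2-/- mice correlated with r = -0.114 in sdCAMs and r = 0.249 in MG. A difference between genotypes was therefore not shown by edgeR with all libraries. How large a difference this interaction could detect was not simulated.

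The 475 genes higher in tdT+ than in tdT- sdCAMs after LPS, as named, were examined as a set in the BLZ945 comparison. In WT sdCAMs, 470 were tested, 425 had a higher fitted value after BLZ945, and their median log2 fold change was 0.74, against 0.07 for all genes. The set did not pass by fry (p = 0.0856 in limma) and passed by camera with the preset correlation (p = 3e-20) but not with the estimated correlation of 0.306 (p = 0.115). The call by camera thus held under neither fry nor the estimated correlation. The median was 0.19 with the IEG mark as a covariate, 0.05 after ComBat-seq on the mark, and 0.95 without BLZ945 mouse 12, where fry gave 0.00934. In sdCAMs labelled Ccr2-/-, 205 of 475 genes were higher, with a median of -0.06 (fry p = 0.262, camera p = 0.0738, and 0.394 with the estimated correlation). Without BLZ945 mouse B3m the median was -0.13 and fry gave 0.0334. With the 2 columns exchanged the set held no gene.

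Single transcripts took a large share of some libraries. Saa3 made up 35.8% of all counts in WT CTL mouse 1 after LPS (Wilson 95% interval 35.73 to 35.79%), 23.1% in mouse 4 and 23% in mouse 6, and 21% in WT BLZ945 mouse 12, but 2.39% and 1.79% in WT BLZ945 mice 8 and 11. The widest such interval over all libraries was 0.107 percentage points. In sdCAMs labelled Ccr2-/- after LPS the share was between 5.88 and 7.55%. With columns as named, it was 14.5, 28.3 and 17.8% in tdT- and 2.14, 0.68 and 2.74% in tdT+ sdCAMs of mice 1, 5 and 7 after LPS. With the 2 columns exchanged, 14.5% would be a tdT+ and 2.74% a tdT- value, and the populations would overlap. Ribosomal protein genes made up 2.69 to 4.41% of counts in the 6 marked WT sdCAM libraries, and 0.774 to 0.993% in the 3 unmarked ones.

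**Figure D4:**
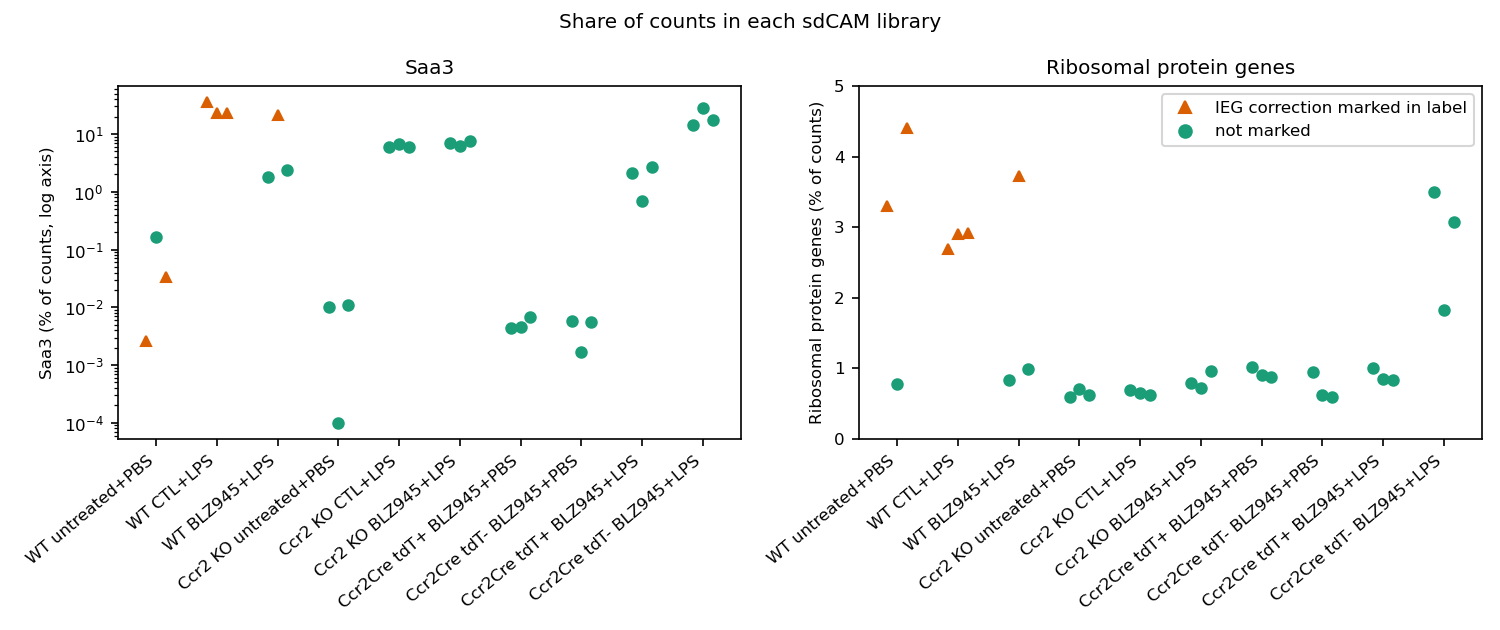
Share of counts from Saa3 (left, percent, log axis) and from ribosomal protein genes (right, percent) in each sdCAM library by group, with triangles for libraries whose labels mark an IEG correction and circles for the others. With columns assigned by name, marked WT libraries and tdT- libraries after LPS lie above the other libraries in ribosomal protein share, at 1.83 to 4.41%.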

Values the study reported

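For the reporter mice, the study reported that induced genes overlapped partially across the macrophage populations after LPS (n = 211). It used 3 mice per condition and called a gene differentially expressed at an adjusted P value under 0.05 with a log2 fold change over 1 in size.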

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

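The tests of sample assignment, of length and GC content, of library size and of the IEG mark were chosen only after the result was seen, and so was the number of calls kept as the deciding value for the second result, whereas the other splits were planned.

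The first result singled out was the difference between the LPS responses of tdT+ and tdT- sdCAMs, where the interaction term gave 657 calls, a test of the difference itself. Gene length and GC content as the whole cause are argued against by 456 calls after removal of these trends, and library size by 648 calls after thinning of all libraries to the smallest total. Other exchanges of the tdT labels within mice gave as many calls in 1 of 32 patterns, the real one. That share is less telling than it looks, because the 8 patterns that kept the 3 LPS mice together gave 430 to 657 calls and the other 24 gave 0. A mislabelled pair of libraries remained open, and the sex-linked transcripts go with it. Exchange of the 2 columns gave 0 calls, which by itself says little, since the 24 patterns that mixed the LPS mice gave 0 too (605 genes had an unadjusted p under 0.05 after the exchange of columns). The independent evidence is that the exchange brought the sex-linked transcripts of each mouse together. A candidate explanation is therefore that both libraries carry each other's name, in the table or in the labels, and a biological difference between the responses of tdT+ and tdT- sdCAMs stays open, since 0 calls under that assignment do not exclude smaller differences.

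The second was the difference between the LPS responses of sdCAMs and MG in WT mice, where the interaction gave 174 calls. After removal of length and GC trends 155 genes were called, of which 106 were among the 174, and after thinning to the smallest total 106 of the 174 were called again, so neither accounts for the whole. With the IEG mark as a covariate 433 genes were called, including all 174. All CTL sdCAM libraries were marked and no MG library was, so untreated and BLZ945 sdCAMs alone set the covariate. A mark difference shared by those groups is argued against as the whole source. One particular to the CTL libraries is not excluded. Of the 10 splits of the 6 mice, both cell types of a mouse kept together, 1 gave as many calls, the real one, and 10 splits cannot give a share under 0.1. Microglial RNA in sdCAM libraries was not tested as a source and stays open. In plain CPM, the microglial markers reached a median of 13.62 to 35.28% of the level in MG of the same mouse in untreated sdCAMs. After CTL and LPS they reached 2.74 to 5.46%. The difference may be one between the cell types, as a hypothesis, since each cell type was sorted apart and no library here separates cell type from sorting. Leaving out untreated MG mouse 15 gave 46 calls, so the number of genes rests on single libraries.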

How the results depend on the processing

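The exchange of 2 columns, the removal of length and GC trends, thinning, omission of the 10 most abundant genes and the IEG mark as a covariate in the cell type interaction were chosen after seeing the data. No alternative other than omission of a library changed the count by over 1.5 times for the LPS response of Ccr2-/- sdCAMs or the genotype interaction in MG. A minimum mean of 10 counts left all 19 results it was tried on within that range. Among named genes, 724 values kept their direction and side of the threshold, 70 were weaker, 5 were stronger and 1 was reversed, that of Hdac11 between tdT+ and tdT- sdCAMs after LPS, at -0.61 with the 2 columns exchanged.

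DESeq2 gave more calls than edgeR in all 11 results it changed. These were 853 for LPS in reporter MG, 81 for tdT+ against tdT- sdCAMs after PBS, 1227 for the tdT interaction, 1655 for LPS in WT sdCAMs, 11 and 63 for BLZ945 in WT and Ccr2-/- sdCAMs, 49 and 27 for BLZ945 in WT and Ccr2-/- MG, 26 for the genotype interaction in sdCAMs, 867 for the cell type interaction and 175 for the overlap. On simulated counts it also gave more false calls, 56 against 7 over 12246 genes, which bears on these increases without showing their cause, and the cause was not tested.

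The exchange of the 2 columns gave 1097 and 1513 calls for LPS in tdT+ and tdT- sdCAMs, 0 for tdT+ against tdT- sdCAMs after LPS (816 at an unadjusted p under 0.05) and 0 for the tdT interaction (605). The alternative moves a library between the groups, which is itself the cause. With the mouse as a replicate block as well, both counts were 0 (576 and 452 at an unadjusted p under 0.05). The block alone gave 1271 for tdT+ against tdT- sdCAMs after LPS, 704 for the tdT interaction, 10 after PBS and 91 for the cell type interaction, and no other comparison set groups from the same mice against each other. Among named genes, it raised the adjusted p of Hdac11 after LPS to 0.118 in edgeR.

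Fits of only the 6 libraries compared gave 664 calls for tdT+ against tdT- sdCAMs after LPS (37 higher and 627 lower), 30 after PBS, 1359 for LPS in WT sdCAMs, 2 for BLZ945 in WT MG, 2 in Ccr2-/- sdCAMs and 0 in Ccr2-/- MG (526 at an unadjusted p under 0.05). They hold fewer libraries for the estimate of spread. One fit of 18 libraries gave 1 call for BLZ945 in WT sdCAMs and 125 genes for the overlap. The study's low-count rule gave 16 calls after PBS, 1 for BLZ945 in Ccr2-/- sdCAMs and 5 in Ccr2-/- MG, and the cause was not tested. Omission of the gene classes the study removed gave 392 for the tdT interaction, where fewer genes were tested, and 1 for BLZ945 in Ccr2-/- sdCAMs. In that last comparison the median-of-ratios scaling and the omission of sex-linked genes also gave 1, its lowest adjusted p having been 0.0502 in edgeR. Without a fold-change limit, 3643 genes were called for LPS in WT MG and 4036 in Ccr2-/- MG, by construction. The opposite set, of genes lower in tdT+ sdCAMs, had medians of -1.02 in WT and 0.24 in Ccr2-/- sdCAMs, opposite in sign to those of the first set. It holds other genes, 671 of 862 of them higher after BLZ945 in Ccr2-/- sdCAMs, and passed by camera with the preset correlation (p = 2.62e-51 and 2.99e-11 in limma) but by neither fry (0.133 and 0.145) nor camera with an estimated correlation (0.102 and 0.176). The cause was not tested.

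The IEG mark also moved results in WT sdCAMs. For LPS against untreated, 1142 genes were called with the mark as a covariate, 1755 after ComBat-seq and 1341 in marked libraries alone. For BLZ945, ComBat-seq gave 183 calls, for the genotype interaction 27, and for the cell type interaction the covariate gave 433. The signature median in WT sdCAMs fell to 0.19 with the covariate and to 0.05 after ComBat-seq, with 251 of 470 genes higher. For the BLZ945 comparison, the correction itself makes calls, as all 10 splits of the 6 libraries gave some after it (31 to 481) and none did without it. At least 183 came from 3 of the 10, the real split among them, all with BLZ945 mice 8 and 11 kept together.

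The median-of-ratios scaling moved the median log2 change of all genes from 0.04 to 0.23 for LPS in tdT- sdCAMs, from 0.11 to -0.02 between tdT+ and tdT- sdCAMs after LPS, from 0.16 to 0.00 in the tdT interaction and from -0.23 to -0.07 in the cell type interaction. Calls after LPS were then 319 higher and 968 lower in tdT+ sdCAMs, against 475 and 877, and in the cell type interaction 70 and 87, against 57 and 117.

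Leaving out 1 library at a time gave 0 to 403 calls for LPS in reporter MG (0 without LPS mouse 1, with 1877 at an unadjusted p under 0.05, and 1, 10, 28 and 24 without LPS mice 5 and 7 and PBS mice 174 and 177, and 403 without PBS mouse 175). It gave 966 to 1738 in tdT+ sdCAMs (966 and 1066 without LPS mice 7 and 1, 1099 and 1121 without PBS mice 174 and 177) and 2392 to 3286 in tdT- sdCAMs. For tdT+ against tdT- sdCAMs it gave 907 to 1404 after LPS and 0 to 7 after PBS (0 without tdT+ mouse 177, with 636 at an unadjusted p under 0.05, 7 without tdT+ mouse 175, and 5 without tdT- mouse 175 or 177). The tdT interaction ranged from 371 to 811 (371 and 380 without tdT- PBS mice 177 and 175, 435 without tdT+ LPS mouse 7) and the overlap from 0 to 96 (0, 1 and 8 without MG LPS mice 1, 5 and 7, and 14, 96 and 13 without MG PBS mice 174, 175 and 177).

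In WT sdCAMs the range was 137 to 293 for LPS (236, 293 and 137 without CTL mice 1, 4 and 6, and 240, 159 and 234 without untreated mice 9, 14 and 15) and 0 to 788 for BLZ945 (788 without mouse 12). The fits giving 0 had 476 to 725 genes at an unadjusted p under 0.05. In WT MG it was 1512 to 2577 for LPS and 0 to 13 for BLZ945 (0 without CTL mouse 6 and without BLZ945 mice 11 and 12, with 603, 592 and 608 at an unadjusted p under 0.05, and 1 without BLZ945 mouse 8). In Ccr2-/- sdCAMs it was 2213 to 2335 for LPS and 0 to 7 for BLZ945 (7 without B4f and 1 without V1m or B3m, with 811 at an unadjusted p under 0.05 for the 0 without V2m), and in Ccr2-/- MG 1982 to 2258 and 0 to 12 (12 without B4f, 1 without V1m, V2m or V4f, and 0 without B3m, with 657 at an unadjusted p under 0.05). The genotype interaction ranged from 0 to 1329 in sdCAMs (1329 without WT BLZ945 mouse 12, 1 without WT CTL mouse 1) and was 0 in all 12 fits in MG (433 to 995 at an unadjusted p under 0.05). The cell type interaction ranged from 46 to 260, with under 116 without MG mice 1, 4, 6, 9, 14 or 15 (89, 66, 53, 50, 52 and 46) and without sdCAM mice 4, 6 and 14 (114, 97 and 103). The signature median ranged from 0.58 to 0.95 in WT sdCAMs (0.95 without BLZ945 mouse 12) and from -0.13 to -0.004 in Ccr2-/- sdCAMs (-0.13 without B3m and -0.004 without B4f). By fry in limma, these sets had p-values of 0.00934 without mouse 12 and 0.0334 without B3m, against 0.0855 to 0.356 over the other alternatives with this set in WT sdCAMs.

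Not run were the signature with a set from the PBS comparison or from the exchanged columns, since neither set held a gene, and the marked libraries alone for BLZ945 against CTL, the signature and the genotype interaction, where 1 BLZ945 library was left. WT sdCAM libraries of BLZ945 mice 8 and 11 held 2433287 and 1705930 counts, so that 3 counts there stood for up to 1.76 CPM, and absence of a transcript below that level was not detectable.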

Other observations

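Counts of calls over other splits and the omission of 1 library were planned. So were the fits with DESeq2, of 18 libraries together and after ComBat-seq on the mark. All other tests in this part were chosen only after the result was seen. The reading of the immediate early gene test was settled after its value was seen.

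The number of genes induced in MG and both sdCAM populations of reporter mice was 45 with edgeR (0 to 96 without 1 library), 125 with one fit of 18 libraries and 175 with DESeq2, the tool the study used. These are lower than the value quoted from the study above, the one with DESeq2 by the least.

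The 1352 calls between tdT+ and tdT- sdCAMs after LPS were weighed against technical explanations. Trends with gene length and GC content were removed, which left 986 calls. Thinning to the smallest total left 1394, and omission of the 10 genes with the most counts 1343. Microglial RNA was examined because the tdT+ library of mouse 5 held P2ry12, Tmem119, Sall1 and Sparc at a median of 83.97% of the level in MG of that mouse, but 1038 calls were made without it. The tdT+ libraries of mice 1 and 7 held 4.12 and 9.58%, against 1.62 to 3.56% in tdT- libraries. A smaller difference in these markers thus remained in that fit and was not tested. Neither the other explanations nor the library of mouse 5 alone explains the calls as a whole. Of 10 splits of the 6 libraries, 1 gave as many calls, the real one. Sex-linked transcripts disagreed within 2 mice, 1 and 7, the very mice whose columns carry conflicting index numbers. A candidate explanation is that the names of the libraries tdT- mouse 1 and tdT+ mouse 7 were exchanged in the table or in the labels, and whether tdT+ and tdT- sdCAMs differ after LPS then stays open, with 0 calls and 816 genes at an unadjusted p under 0.05. The laboratory record, which was not used here, would settle it.

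Within WT sdCAMs after BLZ945 and LPS, mouse 12 (marked) differed from mice 8 and 11 (unmarked). Saa3 took 21% of counts against 2.39 and 1.79%, and ribosomal protein genes 3.73% against 0.993 and 0.831%. The marked minus unmarked difference followed the same difference within untreated sdCAMs, which share no library with it, with r = 0.439 across 10504 genes (Spearman 0.396), the largest of the 9 ways to set 1 library against 2 in both groups. This is consistent with a library difference that the mark follows. Microglial RNA in the unmarked libraries may contribute. In plain CPM, the 4 microglial markers reached 22.87 and 23.05% of the level in MG of the same mouse in BLZ945 mice 8 and 11. Marked libraries after LPS reached at most 7.2%. The size of this difference depended on the scaling. With TMM scaling, the SD over the 3 BLZ945 libraries fell from 49.3 to 5.81 CPM for Sall1. It fell from 113 to 24.1 CPM for P2ry12 and from 243 to 85.3 CPM for Tmem119, while for Sparc it was 153 and 152 CPM. In untreated mice the unmarked library of mouse 15 likewise held 35.28%, against 13.62 and 18.64% in the marked ones. Both explanations go with the same libraries. In plain CPM, immediate early genes had a median marked minus unmarked log2 difference of -1.91 after BLZ945, with 1 of 14 higher in the marked library. In untreated mice it was -0.39. Without TMM scaling, a shift of all genes of a library enters these values. With TMM scaling, Saa3 in the BLZ945 libraries ran from 9439 to 398700 CPM, a wider span than its plain shares. With 1 marked library after BLZ945, an induction of these genes cannot be told apart from that library's scaling and other differences. A BLZ945 effect in part of the animals stays open as a biological explanation and was not tested.

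ComBat-seq with the mark as batch gave 183 calls between BLZ945 and CTL in WT sdCAMs. Through the same correction, 3 of the 10 splits of the 6 libraries gave as many, the real one among them. All 10 gave calls, whereas none did without it, at 758 genes with an unadjusted p under 0.05 for the real split. The other splits with as many calls (481 and 237) also kept BLZ945 mice 8 and 11 together. Splits that separated these mice gave 31 to 48. The correction step can thus make calls by itself, as it did in the simulation without a treatment effect (321 false calls). These splits do not show it to be the whole source of the 183, since the mark is nearly confounded with treatment. The batch variable the study used was not analysed here.

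The tdT+ minus tdT- difference after LPS followed the unmarked minus marked difference within WT BLZ945 sdCAMs with r = 0.594 across 10416 genes (Spearman 0.504), and 1 of 10 splits of the 6 reporter libraries gave an r as large. With the 2 columns exchanged r was 0.285. With columns as named, tdT- libraries after LPS also resembled the marked libraries in their shares of Saa3 and of ribosomal protein genes (3.51, 1.83 and 3.07%, against 0.840 to 1.01% in tdT+ libraries). It is a hypothesis that the same library difference, and not ontogeny alone, separates these samples, and no library here carries the mark in reporter mice.

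Other splits of the libraries were counted for each comparison, and 10 splits of 6 libraries cannot give a share under 0.1. As many calls came from 1 of 10 splits, the real one, for LPS against PBS in reporter MG, tdT+ and tdT- sdCAMs, for tdT+ against tdT- sdCAMs after PBS, for LPS in MG and sdCAMs of WT and Ccr2-/- mice and for BLZ945 in MG of both genotypes, and the same held for the overlap. For BLZ945 in WT and Ccr2-/- sdCAMs, with 0 calls (758 and 998 at an unadjusted p under 0.05), all 10 of 10 splits gave as many, as any split must when the real count is 0, so this count says nothing about these comparisons. The signature median was as large in 1 of 10 splits in WT and in 6 of 10 in Ccr2-/- sdCAMs. For the genotype interactions, with 0 calls (1332 and 494 at an unadjusted p under 0.05), all 100 of the 100 splits drawn from 200 possible ones gave as many for the same reason, which is equally uninformative.

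Some libraries stood apart from others of their group. MG of reporter mouse 175 after PBS had 776.73 CPM of P2ry12, against 8898.26 and 10650.17 CPM in mice 174 and 177, and 10815 genes detected against 12333 and 12186. It was part of the LPS comparison in MG, which gave 403 calls without it against 118 with it, and of the overlap, which gave 96 genes without it against 45. In Ccr2-/- mice, libraries of mouse 3m carried Xist (171.34 CPM in sdCAMs and 253.04 CPM in MG), while all other libraries whose name ends in m carried Y-linked transcripts and those ending in f carried Xist. The labels do not state what the letter means. No biological explanation was tested for these values.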
